A study of Homo sapiens with 4 samples.

How the data were processed

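Cells of both lines were fixed with formaldehyde and their chromatin was sheared by sonication before immunoprecipitation with a lamin B1 antibody, per the labels' protocols. The 4 libraries are 1 lamin B1 ChIP and 1 input library of LNCaP and of VCaP, grouped by the antibody and cell line given in the labels. Each group has 1 library, so no comparison could be tested against replicates.

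The deposited values are log2 enrichment of the lamin B1 ChIP library over the input library of the same line, with 1 table per line. The labels used here do not state how the authors scaled ChIP and input to each other, or with which aligner, tool and filters. The deposited state tables give 1 of 2 labels per bin, AD or iAD, from a hidden Markov model, as the name of the deposited table says. AD had the higher mean log2 enrichment in both lines and was taken as the associated state. All columns of values were mapped to a cell line. The end of chromosome 1, 249250621, is that of GRCh37 (hg19), and coordinates are given in that build, counted from 1.

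The deposited values were found to be averaged. The first 2 entries of each chromosome had no value, 48 in each line. Most entries were 40 kb wide, and 194 entries in LNCaP and 212 in VCaP were wider, as adjacent bins of equal value share an entry. In these wide entries the median absolute deposited log2 value was 0.21 in LNCaP and 0.33 in VCaP. Undoing a trailing mean of 3 entries brought it to 0.02 in both lines, whereas undoing a mean of 2 gave 2.84 and 3.83 and undoing a mean of 4 gave 3.58 and 5.15. Each deposited value is therefore treated as the mean of its own entry and the 2 before it. This places the signal about 40 kb downstream and makes neighbouring bins dependent. Entries over 1 Mb wide hold 1 value and 1 state for a long stretch, and 46.3 Mb of them in LNCaP and 46.9 Mb in VCaP carry the associated label. Shares are of bins, as planned, and the associated share of sequence length was 37.2% in LNCaP and 43.6% in VCaP. Read numbers were not recovered from the values, so depth is unknown and no binomial interval was computed.

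Noise is the median absolute difference between neighbouring bins, scaled by 1.4826 to an SD and divided by the square root of 2. For differences between lines, bins 3 apart were used, which share no averaged entry, and a region of several bins was counted as 1 separate value per 3 bins. Standard errors leave out 1 of the 24 chromosomes at a time. The difference in associated share was tested with 100000 two-sided sign flips of the chromosome differences, each weighted by its bins. Overlap (the Jaccard index of associated bins), Pearson r and Spearman rho were tested with 1000 circular shifts of one line along each chromosome, by at least 1 Mb, two-sided, and 0.001 is the smallest p they can give. Domains are runs of adjacent associated bins. The text names the 5 regions per direction with the largest absolute mean difference among runs of at least 5 adjacent bins associated in 1 line only, and the chromosomes with the highest and lowest associated share in each line. These rules, the tests and most alternatives were fixed before the data were examined.

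The alternatives fixed then were autosomes only, leaving out the 5 bins beside each gap or chromosome end, bins 2 apart for the noise, enrichment over 0 with and without a running median of 5 bins as the associated state, a threshold of 0.5, a minimum domain of 5 bins, bridging gaps of 2 bins, odd-numbered bins, the share of LNCaP domains with at least 50% of their bins associated in VCaP, an equal share of bins in both lines, means of 10 bins, regions of at least 10 bins, a difference over 1, centring and scaling, and quantile normalization. Chosen after seeing the data were the undone 3-entry mean, bins 3 apart, the share of length, the 40% of bins with the highest enrichment in each line, centred chromosomes and the larger windows.

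Gene density, GC content, gene families, a list of prostate genes and the genes in the named regions had been planned and were not analysed here, since the gene table at hand is of GRCh38 and coordinates of different builds were not mixed.

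The procedures were tested on simulated data, laid over the 71569 common bins for all but the sign flips. The sign-flip simulations used 24 values, the number of chromosomes. All 2236 planted runs of flagged bins were found, which checks only how adjacent bins are joined into domains. Enrichment, noise and the calling of states were not simulated for it. The shift test gave a permutation p under 0.05 in 2 of 40 unrelated pairs and in 40 of 40 related pairs. These pairs used the overlap only, with fewer shifts than the data and no structure beyond 1 Mb. How the test behaves with structure over larger distances, or for Pearson r and Spearman rho, was not simulated. The sign flips called 4% of simulations without an effect and 99.5% of those with an effect of 1 SD. The simulated values had equal spread and were not weighted by bins, unlike the chromosomes. The largest median error of the undone mean on a chromosome was 0.05. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.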

Results

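Lamin B1 occupancy was measured by chromatin immunoprecipitation and sequencing (ChIP-seq) in 2 human prostate cancer cell lines. Lamin B1 is a protein of the nuclear lamina, the mesh under the inner nuclear membrane, and DNA recovered with it marks lamina-associated chromatin. LNCaP is an established line of prostate adenocarcinoma, and VCaP is an established line of a prostate cancer bone metastasis. Each line had 1 lamin B1 library and 1 input library, which was not treated with antibody, so the 4 libraries form 4 groups of 1. The deposited values are the log2 enrichment of ChIP over input in 40 kb bins of hg19, with a hidden Markov model state per bin. No difference below has a replicate check. The errors given are the noise between bins of the same library or a jackknife over chromosomes, and the tests describe these libraries and not the cell lines. Read numbers per library were not analysed here, so the depth is unknown and no counting error is given.

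The first comparison is of the level and spread of the enrichment. LNCaP had a value for 71799 bins with a median log2 enrichment of 0.06 ± 0.02 (SE from leaving out 1 chromosome at a time) and an interquartile range of -0.16 to 0.32. VCaP had a value for 71707 bins with a median of 0.19 ± 0.03 (same SE) and an interquartile range of -0.10 to 0.50. Enrichment was over 0 in 56.8% of LNCaP bins and in 66.9% of VCaP bins. The noise between neighbouring bins was 0.07 log2 units in LNCaP and 0.11 in VCaP. Neighbouring values share averaged bins, and undoing that average moved the noise most, to 0.18 in LNCaP and 0.27 in VCaP. Over the 71569 bins with a value in both lines, the VCaP median lay 0.13 above the LNCaP median.

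The associated state of the deposited model is the one with the higher enrichment. In LNCaP, associated bins had a median log2 enrichment of 0.40 (interquartile range 0.26 to 0.58), and the other bins had a median of -0.10 (-0.27 to 0.03). In VCaP, the medians were 0.54 (0.38 to 0.75) and -0.06 (-0.29 to 0.11). The state was not a threshold at 0. Of the bins outside the associated state, 31.1% in LNCaP and 41.0% in VCaP had enrichment over 0, whereas 0.807% and 0.631% of the associated bins had enrichment of 0 or less.

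**Figure D1:**
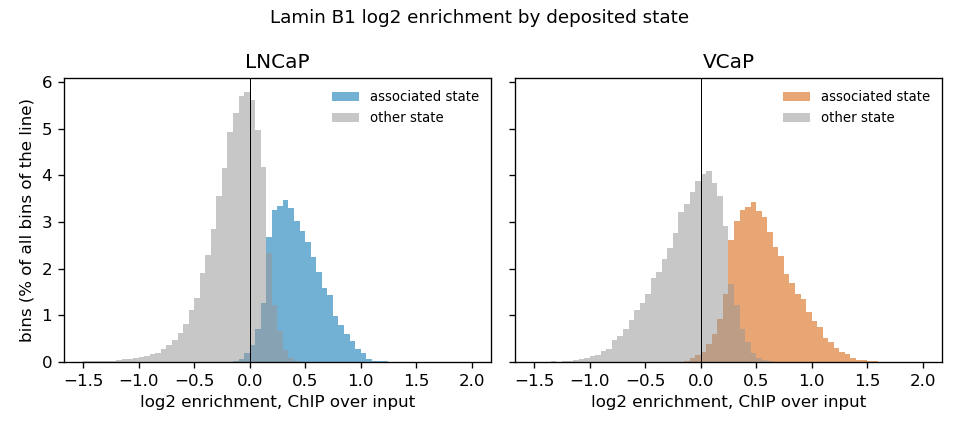
Histograms of log2 enrichment of ChIP over input (horizontal axis) in LNCaP and VCaP, as a percentage of all bins of the line (vertical axis), with associated bins in colour and other bins in grey. The associated medians are 0.40 and 0.54 and the other medians -0.10 and -0.06, and 0.255% of LNCaP bins and 0.0153% of VCaP bins lie outside the axis.

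The share of bins in the associated state was compared next. This is a state of the ChIP over input ratio, and whether it equals contact with the lamina was not tested. The associated state covered 37.8% ± 2.85 of bins in LNCaP and 44.4% ± 2.96 in VCaP (SE over chromosomes). Over the common bins the share was 6.56 percentage points higher in VCaP (SE 3.69). Flipping the sign of the differences of the 24 chromosomes, each weighted by its bins, gave a two-sided permutation p of 0.061. The difference was therefore not past the 0.05 threshold. Chromosomes were not tested with equal weight, which would count the short ones more. The share was higher in VCaP on 16 chromosomes and higher in LNCaP on 8. Calling every bin with enrichment over 0 associated, smoothed by a running median of 5 bins, moved the difference most, to 10.9 points (permutation p 0.00054).

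Single chromosomes differed far more than the total. In LNCaP the associated share was highest on chromosome 16, at 91.7%, and lowest on chromosome 21, at 4.85%. In VCaP it was highest on chromosome 19, at 95.5%, and lowest on chromosome 13, at 22.6%. Chromosome 16 was also high in VCaP, at 85.7%, whereas chromosome 19 had 34.3% in LNCaP, chromosome 21 had 43.3% in VCaP and chromosome 13 had 26.4% in LNCaP. The largest difference among the 24 chromosomes was that of chromosome 22, with 19.8% in LNCaP and 90.0% in VCaP. That chromosome was singled out after its values were seen. GC content was not tested, so a sequence-linked bias of the libraries is not excluded as a source of these chromosome shares.

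**Figure D2:**
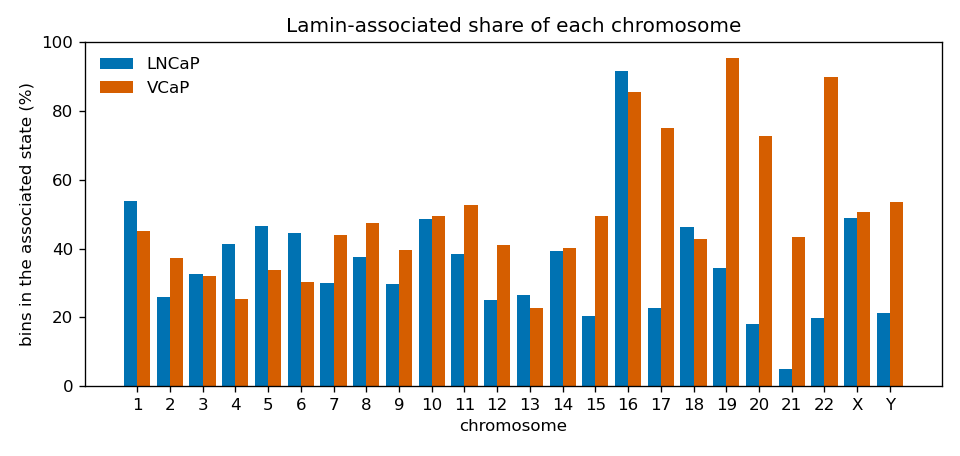
Percentage of bins in the associated state (vertical axis) on each chromosome (horizontal axis) in LNCaP and VCaP, 1 library pair per line and no error bars. The bars are highest on chromosome 16 in LNCaP (91.7%) and chromosome 19 in VCaP (95.5%), and the pair on chromosome 22 differs most (19.8% and 90.0%).

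Runs of adjacent associated bins were taken as domains. LNCaP had 936 domains with a median length of 760 kb (interquartile range 440 to 1480 kb) and a total of 1134 Mb. VCaP had 1200 domains with a median of 600 kb (320 to 1280 kb) and a total of 1328 Mb. Domains of at least 1 Mb numbered 359 in LNCaP and 389 in VCaP. Totals and long domains include associated entries over 1 Mb wide that hold 1 value each, 46.3 Mb in LNCaP and 46.9 Mb in VCaP. The longest LNCaP domain spanned 378 bins on chromosome 16 from 54080001 to 69200000. The longest VCaP domain spanned 524 bins on chromosome 19 from 280001 to 21240000. Both spans are in hg19, as are all positions given here. The number of domains moved most when every bin over 0 was called associated, to 3764 in LNCaP and 4028 in VCaP.

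Whether the same regions were associated in both lines was tested by shifting one line along each chromosome. Of the bins associated in either line, 33.5% were associated in both (SE over chromosomes 3.05). The 1000 shifts gave a mean of 26.3% (SD 0.835), with a two-sided permutation p of 0.001, the smallest they can give. Calling bins with enrichment over 0 associated moved this share most upwards, to 54.5%, and a threshold of 0.5 moved it most downwards, to 13.4%. Across bins, log2 enrichment in LNCaP and VCaP correlated with a Pearson r of 0.281 (SE 0.0308) and a Spearman rho of 0.297 (SE 0.0310), each with a permutation p of 0.001. Adjusted for the 3 measures of overlap and correlation by the Benjamini-Hochberg method, each permutation p remained 0.001. These are correlations across bins, which are not independent replicates. Of the alternatives fixed beforehand, averaging 10 adjacent bins moved r most, to 0.219.

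The correlation was lower in larger windows, which were compared after the data were seen. Pearson r was 0.251 ± 0.0364 (SE over chromosomes) in windows of 200 kb, 0.169 ± 0.0538 in windows of 1 Mb and 0.0734 ± 0.0902 in windows of 5 Mb. In windows of 5 Mb it was not past the threshold, with a permutation p of 0.306 from shifting single bins before averaging. The windows themselves were measured with little noise: the odd and even bins of the same 5 Mb windows, with the average undone, correlated at 0.986 in LNCaP and 0.984 in VCaP. Within windows of 1 Mb, after subtracting each window's mean, the bins of both lines correlated at 0.467 ± 0.0147 (permutation p 0.001).

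**Figure D3:**
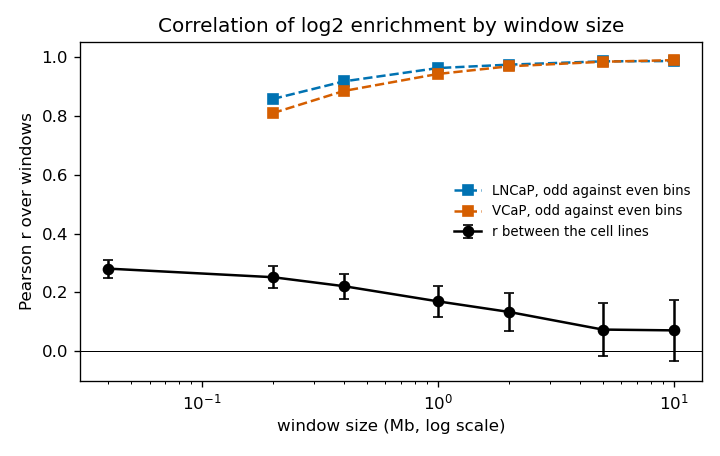
Pearson r over windows (vertical axis) against window size in Mb (horizontal log axis), between LNCaP and VCaP (black, bars are jackknife SE over chromosomes) and between odd and even bins of the same line (coloured). Between the lines r falls from 0.281 in single bins to 0.0734 in windows of 5 Mb, where odd and even bins correlate at 0.986 and 0.984.

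Each common bin fell into 1 of 4 classes. Both lines were associated in 14777 bins (20.6%), neither line in 27460 (38.4%), only LNCaP in 12318 (17.2%) and only VCaP in 17014 (23.8%). The mean VCaP minus LNCaP difference in log2 enrichment was -0.44 in LNCaP-only bins, 0.67 in VCaP-only bins, 0.15 in bins associated in both and 0.02 in bins associated in neither. The noise of a single bin's difference had an SD of 0.27, from bins 3 apart, so a difference of more than 0.53 lay beyond noise. This held for 35.5% of LNCaP-only bins, 62.0% of VCaP-only bins, 15.8% of bins associated in both and 9.57% of bins associated in neither. The classes rest on states from the same libraries, which favours larger differences in bins associated in 1 line only. After quantile normalization of the lines to each other, which removes the 0.13 shift of the median, the mean differences were -0.57 in LNCaP-only bins and 0.54 in VCaP-only bins. Requiring a difference over 1 moved the counts most, to 484 LNCaP-only and 2446 VCaP-only bins.

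Runs of at least 5 adjacent bins associated in only 1 line were taken as regions. There were 618 LNCaP-only regions, of which 426 differed by more than the noise of their mean as estimated from the whole genome. Of the 819 VCaP-only regions, 752 did. The states that pick the regions come from the same libraries as the differences. The choice itself therefore favours a difference, and these counts are not a separate test. The LNCaP-only region with the largest difference was on chromosome 1 from 98000001 to 98840000, with a mean log2 enrichment of 0.48 in LNCaP and -0.64 in VCaP, a difference of -1.11 with a noise SD of 0.10. The next 4 were on chromosome X from 98640001 to 99360000 (difference -1.06), chromosome 4 from 74960001 to 75440000 (-1.03), chromosome X from 103760001 to 104480000 (-0.90) and chromosome 5 from 22240001 to 23720000 (-0.88). Their noise SDs were 0.11, 0.14, 0.11 and 0.08. None of the 5 held a bin beside a gap of the table.

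The VCaP-only region with the largest difference was on chromosome 13 from 110760001 to 112840000. Its mean log2 enrichment was -1.66 in LNCaP and 0.64 in VCaP, a difference of 2.30 with a noise SD of 0.07, and 11 of its 50 bins lay beside a gap. The region on chromosome 21 from 9640001 to 10400000 differed by 2.01, with 7 of 17 bins beside a gap and a bin-to-bin noise 2.79 times that of the genome in LNCaP and 2.92 times in VCaP. The region on chromosome 2 from 47080001 to 48040000 differed by 1.98, with a mean of -1.43 in LNCaP and 0.55 in VCaP. The SD over its 24 bins was 1.47 in LNCaP and 0.30 in VCaP, so the LNCaP mean spans very uneven values. The region on chromosome 9 from 46200001 to 46400000 differed by 1.68, with all 5 bins beside a gap and a noise 10.2 times that of the genome in LNCaP and 5.94 times in VCaP. With the average undone and the noise taken from the region itself, this difference was 1.38 with an SE of 1.11 and did not hold up. The region on chromosome 11 from 63160001 to 68280000 differed by 1.67 over 128 bins, with a mean of -1.06 in LNCaP and 0.62 in VCaP. In all 5 regions the LNCaP mean was -0.89 or lower, against a median of -0.10 in LNCaP bins outside the associated state.

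A stretch of chromosome X, chosen after its values were seen, held a deep trough in LNCaP. From 66040001 to 67080000 the mean log2 enrichment was -2.76 in LNCaP and -0.13 in VCaP, and LNCaP was in the associated state in 0 of the 26 bins.

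**Figure D4:**
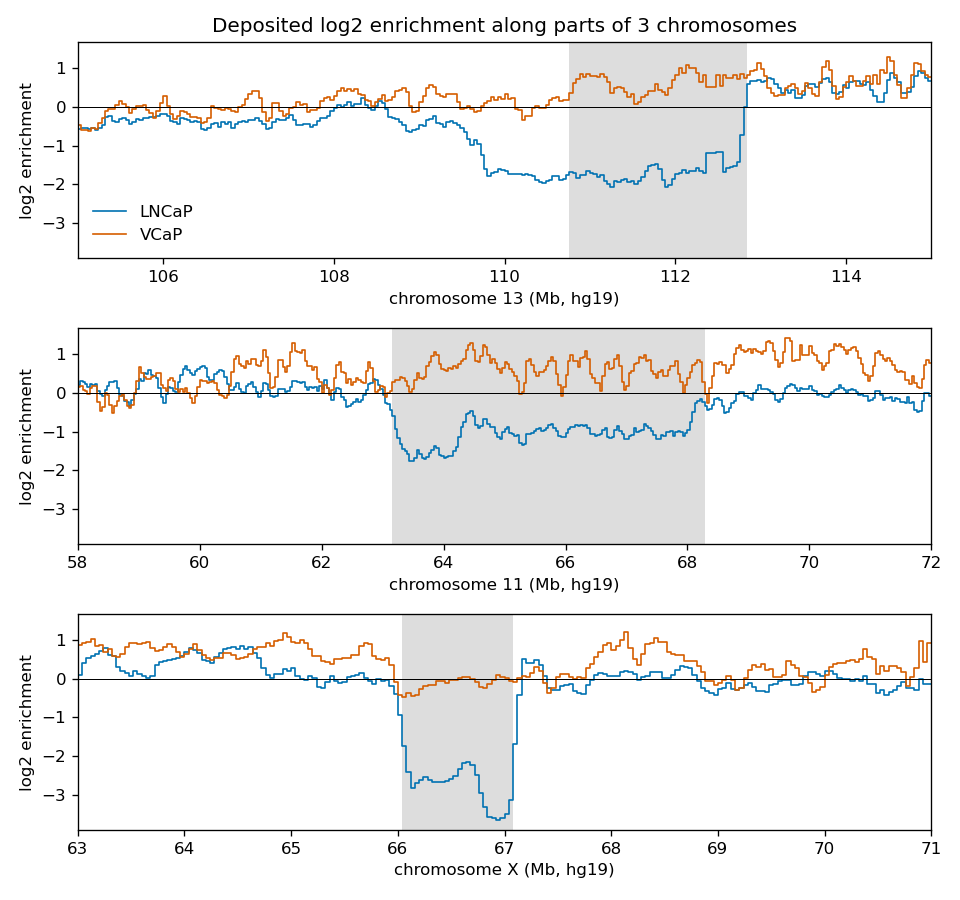
Deposited log2 enrichment (vertical axes) of LNCaP and VCaP along parts of chromosomes 13, 11 and X (horizontal axes, Mb in hg19), 1 step per table entry. Grey marks the VCaP-only regions on chromosomes 13 and 11 (LNCaP means -1.66 and -1.06) and the LNCaP trough on chromosome X (mean -2.76). LNCaP lies below VCaP throughout the grey spans, and on chromosome 13 it drops before the grey span begins.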

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

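All tests in this part were chosen after the result was seen. On 10 of the 24 chromosomes the median log2 enrichment had opposite signs in the lines, below 0 in LNCaP and above 0 in VCaP. The LNCaP median was -0.0037 on chromosome 2 and -0.00084 on chromosome 8, so the sign there rests on a value near 0. With 1 library pair per line, the difference between the lines was not tested. The VCaP minus LNCaP difference of medians was 0.13 on chromosome 2, 0.21 on chromosome 8, 0.22 on chromosome 12, 0.14 on chromosome 13, 0.31 on chromosome 15, 0.52 on chromosome 17, 0.48 on chromosome 20, 0.58 on chromosome 21, 0.75 on chromosome 22 and 0.39 on chromosome Y.

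A different zero point of the lines cannot be the whole cause. The VCaP genome median lay 0.13 above that of LNCaP over common bins, while the difference of chromosome medians ranged from -0.05 to 0.75. On 10 of the 24 chromosomes it lay over 2 SE from that shift (jackknife over 5 Mb blocks), where chance gives about 1. Of the chromosomes with opposite signs, 15, 17, 20, 21, 22 and Y are among these. The other 4, chromosomes 2, 8, 12 and 13, lay within 2 SE of the shift. For them a different zero point cannot be told apart from a difference of their own. Which chromosomes have opposite signs depends on the zero point. With each line centred on its genome median, 12 chromosomes had opposite signs. Chromosomes 2, 12, 13 and 21 (-0.46 in LNCaP and -0.01 in VCaP) dropped out, and 4, 5, 6, 14, 18 and 19 came in. Bins beside gaps and chromosome ends are not the source, as all 10 chromosomes kept opposite signs without them.

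The difference followed chromosome length. Over the 24 chromosomes the VCaP minus LNCaP median fell with length, with a Spearman rho of -0.76 (permutation p 5e-05) and a Pearson r of -0.73 (permutation p 9e-05). Adjusted over the 6 correlations computed, both permutation p were 0.00027. Without the 2 chromosomes farthest from the median length, rho was -0.76 and r was -0.80. The trends were opposite in the lines: rho was 0.47 in LNCaP (permutation p 0.0217, adjusted 0.0261) and -0.60 in VCaP (permutation p 0.00249, adjusted 0.00373). In LNCaP the Pearson r of 0.36 was not past the threshold (permutation p 0.0861). Short chromosomes are on average richer in genes and GC, so a sequence-linked bias that differs between the libraries and a difference in nuclear position between the cell lines both remain open. GC content was not tested, and a copy number difference between ChIP and input DNA was not tested for whole chromosomes.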

How the results depend on the processing

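In all, 99 alternative values were computed for 19 results. The difference in share, the correlation and the mean differences kept their sign throughout. The line with the longer median domain changed. It was LNCaP with the deposited states (760 kb, VCaP 600 kb), a minimum of 5 bins (800 and 640 kb) and bridged gaps (760 and 600 kb). It was VCaP with enrichment over 0 (200 kb, LNCaP 160 kb) and with a running median over 0 (440 and 400 kb). Of the values that answer a comparison, 58 kept their size or their side of the threshold, 13 moved, 2 became stronger and 2 weaker.

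The definition of the associated state moved the most results. With enrichment over 0, the share was 56.8% in LNCaP and 66.9% in VCaP, with 3764 and 4028 domains, and the difference in share rose to 10.0 points (permutation p 0.00085). With a running median of 5 bins, the shares were 56.8% and 67.8%, the domains 1995 and 2165, and the difference 10.9 points (permutation p 0.00054). Under the other 3 alternatives of that difference, it lay between 6.04 and 6.62 points with permutation p between 0.0741 and 0.0873. So with chromosomes weighted by their bins, whether the difference in share passes the threshold depends on how the state is called. The cause was not tested, though a threshold at 0 moves with the zero point of each line.

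A required difference over 1 left 484 LNCaP-only bins, 2446 VCaP-only bins, 26 LNCaP-only regions and 140 VCaP-only regions, by its construction. A minimum of 10 bins left 519 VCaP-only regions. Overlap ranged from 13.4% to 54.5%, with 52.7% for LNCaP domains with at least 50% of their bins associated in VCaP, each with a permutation p of 0.001. For single bins r ranged from 0.275 to 0.308, and it was 0.219 for means of 10 bins, each with a permutation p of 0.001. The windows were chosen after seeing the data. Between the lines r was past the threshold up to windows of 2 Mb (0.133, permutation p 0.003), and was not in windows of 5 Mb (0.0734, permutation p 0.306) or 10 Mb (0.0706, permutation p 0.618). These sizes also leave fewer windows, 573 and 294, and the tests of the cause are given with the other observations. Within windows of 1 and 5 Mb, r was 0.467 and 0.409, each with a permutation p of 0.001. Among values that only describe a result, 13 moved and 11 did not. An equal share of bins in both lines fixes the difference in share at 0 and was not run for it. The planned gene and GC alternatives were not run. No paired analysis was possible because each group has 1 library. Depth is unknown, which leaves the noise between bins as the only limit on single regions.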

Other observations

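The tests in this part were chosen after the patterns were seen, and the biological explanations named here were not tested.

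The LNCaP trough on chromosome X from 66040001 to 67080000 had sharp edges. With the 3-entry mean undone, the median log2 value inside was -2.71 in LNCaP and -0.04 in VCaP, so the average did not make it, and 0 of its 26 bins lay beside a gap. The median of 8 bins changed by -2.59 at the left edge and by 4.02 at the right edge. Too few reads would have made the bins noisy, but the noise was 0.83 times that of the genome. An ordinary border of lamina contact is also argued against: 0 of 1855 state borders elsewhere in LNCaP had a step as large as that at the right edge, and the largest was 2.21. An exchange of the input libraries of the lines would have put steps of opposite direction and similar size in VCaP, where the step was -1.07 at the left edge, in the direction of LNCaP, and 0.10 at the right edge. Steps over 2 occurred at 3 loci in LNCaP, of which this is 1. Another, with a largest step of 3.38, lies on chromosome 2 between 47560000 and 48120000. It overlaps the named VCaP-only region from 47080001 to 48040000. The last, of 2.22, lies on chromosome 13 between 112640000 and 112840000, beside a gap. Steps over 2 occurred at 0 loci in VCaP, whose largest step was 1.69.

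What stays open for this trough is an unequal number of copies of the segment in the LNCaP ChIP and input DNA. It may have produced the step of 4.02, for instance if the input set against the LNCaP ChIP came from cells in which the segment is amplified. The VCaP step of -1.07 at the left edge shows that VCaP enrichment also changes there. ChIP and input reads were not analysed separately here, so this cannot be told apart from a local loss of lamin B1 signal in LNCaP. If it held, LNCaP enrichment elsewhere would also carry copy number, including at VCaP-only regions.

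Among the 5 VCaP-only regions named in the report, noise from few reads may explain the difference on chromosome 9. With the average undone, it was 1.24 times its SE from the noise of both lines in the region. Noise is argued against on chromosomes 13, 21, 2 and 11, where the difference was 36.8, 8.73, 31.8 and 57.1 times that SE. On chromosome 21 the noise was raised in both lines, 2.79 times that of the genome in LNCaP and 2.92 times in VCaP, and an effect of the nearby gap on the level was not tested.

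The lines resembled each other within 1 Mb windows but hardly across 5 Mb windows. Noise of single bins is argued against as the cause, since the lower of the correlations of odd and even bins in 5 Mb windows was 0.984. Offsets of whole chromosomes are too, since centring each chromosome left r of these windows at 0.0621. Trends towards chromosome ends are too, as the 405 windows built from bins at least 20 Mb from the ends gave r of 0.0624, and a few extreme windows are too, as Spearman rho was 0.0621. The fine-scale correlation did not come from extreme bins or bins beside gaps, without which r within 1 Mb windows was 0.476, or from the 3-entry mean, without which it was 0.439. A difference in large-scale lamina contact and large-scale copy number in the ratios both remain open and untested.

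VCaP enrichment rose towards chromosome ends. The 5084 bins within 5 Mb of an end had a median 0.46 above the others (SE over chromosomes 0.03), higher on 23 of 24 chromosomes. Chance placement is argued against by a permutation p of 0.001, the smallest that 1000 circular shifts can give. Leaving out bins beside gaps and ends gave 0.47, and the 10 chromosomes over 140 Mb gave 0.47, so neither those bins nor short chromosomes account for it. A trend of equal size in both lines is argued against: the LNCaP difference was 0.08, in the same direction on 18 of 24 chromosomes (permutation p 0.014), and VCaP exceeded it by 0.38 (SE 0.04). A GC-linked bias in 1 library and a difference in contact of chromosome ends remain open, and GC content was not tested.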
